A study of Mus musculus with 6 samples. Its data were reported in "RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells" (2023).

How the data were processed

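Lin-cKit+ (LK) cells, the bone marrow fraction that lacks lineage markers and carries the c-Kit receptor and that holds stem and progenitor cells, were profiled with droplet-based 3' single-cell RNA sequencing (10x Genomics). The marrow came from mice with a conditional (floxed) Syncrip allele and had been transplanted into congenic CD45.1 recipients. Syncrip encodes an RNA-binding protein of the hnRNP family. Donor marrow with the Mx1-Cre transgene, a recombinase that pIpC switches on through the interferon response, gave the Syncrip KO group (3 libraries), and donor marrow without Cre gave the control group (3 libraries). Per the labels, cells were collected 9 weeks after transplantation and 3 weeks after pIpC. Groups and replicate numbers were taken from the sample titles. The study describes its experiments as made with independent biological replicates, but no label ties a library to a mouse, so p-values measure the spread between libraries, which may be technical in part.

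The values used were the deposited UMI counts per gene and barcode, which the authors made with Cell Ranger (default settings, mouse reference mm10, version not given in the sources used here) and which held 31053 genes. UMI counts are numbers of distinct tagged RNA molecules. The authors then filtered, normalised and clustered cells in Scanpy 1.4.4, and none of those later values were used. Counts were neither normalised nor corrected for free RNA before deposit as far as the sources say. A 3' tag reports mostly the last exon of a transcript. Genes with near-identical stretches, such as Hspa1a and Hspa1b, may exchange reads that fall there in ways that a count table does not show. How alike the 3' ends of this pair are was not checked.

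The files held 61065 barcodes. Barcodes with under 200 detected genes or over 15.0% mitochondrial UMIs were left out, as in the study, which left 55983, and so were those under 3.1 on the log10 UMI scale, a limit that the study's sample list gives, which left 52380 cells (85.8%). The mitochondrial limit removed 13.3%, 6.04% and 5.03% of the barcodes of controls 1, 2 and 3 and 5.01%, 9.68% and 11.1% of those of KO 1, 2 and 3. Library totals ranged from 59628610 to 87339909 UMIs and the median per kept cell from 5864 to 8708 UMIs. No doublets were removed in the values reported. Scrublet's automatic threshold marked 226 cells (0.431%), 216 of them in KO 2, which is too few to have worked, so its removal as an alternative changes little but KO 2, and removal of the highest 8% of Scrublet scores in each library (4029 cells) was added as an alternative after the data had been seen. Counts of libraries of a group were compared with a chi-square test, and none were close enough to be copies of each other (chi-square per degree of freedom at least 8.08).

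Cells were clustered with Scanpy 1.11.5 and leidenalg 0.10.2 (counts scaled to 10000 per cell, 2000 variable genes, 40 principal components, 20 neighbours, Leiden resolution 1.0, seed 1). Mitochondrial and ribosomal genes, Syncrip, sex-linked genes and the lists for heat shock, ER chaperones, integrated stress, immediate early and interferon genes took no part in the clustering. Genes of the other lists did, HSC identity genes among them. The clusters numbered 27, of which 21 were named after 14 marker sets and grouped in 12 classes that hold 42310 cells (80.8%). The unnamed clusters were cluster 3 (4090 cells led by proliferation genes), cluster 4 (3969 cells with a median of 1953 UMIs), cluster 14 (1086 cells), cluster 15 (923 cells with erythroid genes and a mean doublet score of 0.293) and clusters 25 and 26 (1 cell each). Cluster 10 (2424 cells) was also led by proliferation genes but was named MEP-like (megakaryocyte-erythroid progenitors). It had 9 markers of that class detected and none among its 10 leading genes. All names are rebuilt here, so a difference from the study's clusters may come from the names. Genes that lead a cluster are not reported as changes within it.

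For each class UMI counts were summed per library, so the library is the replicate and cells are not. Libraries entered with at least 10 cells of a class. Knockout was compared with control by edgeR 4.0.16 (quasi-likelihood F test, robust, TMM scaling, filterByExpr, two-sided, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3 with limma 3.58.1. Standard errors (SE) are the log2 fold change divided by the root of its F statistic, and CPM are TMM-scaled counts per 1e6 UMIs. The difference between HSC-like and MPP-like cells was tested as an interaction with the library as a term. Gene lists were tested with camera (preset correlation 0.01, at least 5 members tested, adjusted over the lists), again with an estimated correlation, and by a count of members with adjustment over the list alone. Class shares were compared with exact two-sided permutation tests, for which 3 against 3 libraries cannot go below p = 0.1 (exact test). Coordinates are GENCODE M21 on mm10.

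The 25 lists were heat shock response, ER chaperones and ATF6 targets, integrated stress response, actin and tubulin cytoskeleton, nuclear-encoded respiratory chain, pyruvate carriers and tricarboxylic acid cycle, glycolysis, cytosolic ribosomal proteins, translation factors and ribosome biogenesis, proteasome, lysosome and autophagy, immediate early and dissociation genes, type I interferon response, S phase, G2 and mitosis, HSC identity and self-renewal, p53 targets and apoptosis, neutrophil granule and maturation, MHC class II, MHC class I, NF-kB and cytokine signalling, RNA-binding proteins related to SYNCRIP, erythroid globins and heme synthesis, and donor sex, with 1 more list that, like a few single genes, is part of the counts and adjustments but is not reported here. Those for heat shock, ER chaperones and the respiratory chain follow themes that the study described in these samples, and a plot of the study also names pathways of the tricarboxylic acid cycle, antigen presentation and neutrophil immunity. Groups, tests, lists, markers, alternatives and the rule for naming genes were chosen before the data were examined. The rule names the 10 genes per direction with the smallest p among those past the threshold whose CPM do not overlap between groups, with predicted gene models counted but not named, then Syncrip, genes the study names in its text or plots and up to 4 members of each list, and in the other classes 3 genes per direction.

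The tests were tested on simulated counts, in which 50 genes drawn at random were changed by each of 4 sizes, of which 48 to 50 per size passed the filter for low counts. At log2 changes of 0.3, 0.6, 1 and 2 the share recovered was 58%, 88%, 92% and 97.9% in all LK cells, 10.2%, 68%, 81.6% and 100% in HSC-like cells, and 28.6%, 76%, 91.8% and 100% in MPP-like cells. For the interaction it was 12%, 44.9%, 56.3% and 91.7%. Unchanged genes made up 4.60%, 7.97%, 5.84% and 2.94% of the calls in these 4 settings, so a change below 0.6 on the log2 scale will often be missed in HSC-like cells. Each simulated gene was given the spread typical of genes at its level. The shares therefore do not hold for genes with more spread between libraries, such as Hspa1a. Alternatives included DESeq2 1.42.0, its size factors, no filter on low counts, other clusterings, no UMI minimum, doublet removal, classes held at 1 share and leaving out each library.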

Results

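LK cells were profiled singly from transplanted marrow in which Syncrip was deleted (Syncrip KO, 3 libraries) or kept (control, 3 libraries). The question is how loss of this RNA-binding protein changes gene expression and cell types along the hematopoietic hierarchy. Only the KO donors carried Mx1-Cre, so effects of Cre itself cannot be told apart from loss of Syncrip in any comparison here. Controls 1, 2 and 3 gave 7749, 7469 and 8204 cells after filtering, from totals of 74856163, 64245040 and 59628610 UMIs. KO 1, 2 and 3 gave 10781, 8589 and 9588 cells from 74019269, 87339909 and 79073770 UMIs. The HSC-like class held 316, 641 and 436 cells in the controls and 582, 525 and 306 in the KO libraries. The MPP-like class, multipotent progenitors, held 749, 991 and 950 cells in the controls and 1301, 820 and 1027 in the KO libraries.

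Syncrip itself (ENSMUSG00000032423, chromosome 9, 88447009 to 88482574, minus strand) was lower in every KO library. In all LK cells it measured 105, 99.1 and 103 CPM in the controls and 39.9, 41.3 and 43.8 CPM in the KO libraries, a mean of 102 ± 3.03 against 41.7 ± 2.004 CPM (SD, n = 3 libraries each). The log2 fold change was -1.30 (SE 0.04, edgeR adjusted p = 2.43e-08) in all LK cells, -1.21 (SE 0.11) in HSC-like cells and -1.15 (SE 0.07) in MPP-like cells. It fell in 10 of the 12 classes, with log2 fold changes from -1.51 to -0.88 over all 12. The deletion removes exons 3 and 4 (88479794 to 88479912 and 88479571 to 88479678 in transcript Syncrip-201), while 3' tags come mostly from exon 12 with the 3' UTR (88447009 to 88454295). Such tags lie outside the deleted part, so this level need not fall with the deletion. Its fall in every KO library goes with the labels, but the UMIs left there do not measure how many cells kept the gene.

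Across all LK cells, Mpc1 and Sdf2l1 were lower in the knockout together with Syncrip, and Rsrp1 and Wdfy1 were higher. Mpc1 (chromosome 17, 8282904 to 8297661), a subunit of the mitochondrial pyruvate carrier, fell from 185 ± 3.23 to 92.5 ± 5.19 CPM (SD, n = 3 each), a log2 fold change of -0.999 (SE 0.04). Sdf2l1, an ER chaperone component, fell by 0.76 (SE 0.05) on the log2 scale. Rsrp1 (chromosome 4, 134923592 to 134927671), a gene for an arginine- and serine-rich protein, rose from 169 ± 13.2 to 329 ± 18.1 CPM, a log2 fold change of 0.96 (SE 0.06). Wdfy1 (chromosome 1, 79702262 to 79776143), which codes for an endosomal adaptor, rose by 1.03 (SE 0.06).

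Genes of basophils and mast cells were higher too, with Ms4a2, a chain of the high-affinity IgE receptor, at 0.83 and Cyp11a1, a steroidogenic enzyme, at 1.31. With every class held at the same share in each library these were 0.34 and 0.81. Of 13856 genes tested in all LK cells, 2295 changed at an adjusted p under 0.05 (edgeR), 993 higher and 1302 lower. Their median absolute log2 fold change was 0.26, and 84 rose and 44 fell at least 2-fold. Other genes named by the rule were Fam189b (0.54), Plxdc2 (1.09), Fbxo36 (0.90), Rps12 (0.34), Hspb11 (0.46) and Phlda3 (1.10) among those higher. Among those lower were Lsm8 (-0.78), Gatm (-0.68), Vbp1 (-0.57), Spcs3 (-0.65), Mtss1 (-0.95) and Tmed5 (-0.54). The CPM of 4906 genes (35.4%) did not overlap between the groups, where chance gives 10%. Without control 3 the count of changed genes was 1451, and 150 of the 2295 were predicted gene models.

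Genes for the ER chaperone machinery fell as a group in all LK cells. Of 22 ER chaperones and ATF6 targets tested, 14 fell, none rose and 8 were not called, and adjusted over the list alone 15 fell and 1 rose. Dnajc3, a co-chaperone of BiP, fell by 0.50 (SE 0.04), Hsp90b1, the ER form of HSP90, by 0.53 (SE 0.04) and Dnajb11 by 0.41 (SE 0.04). The mean log2 fold change was -0.28 (camera adjusted p = 1.80e-17, and adjusted p = 0.403 with an estimated correlation). The study described lower ATF6 targets in these samples, so this list is not independent evidence of its direction.

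Cytosolic ribosomal protein genes rose, 25 of 31 with none lower (28 higher adjusted over the list alone), among them Rplp1 (0.30), Rps2 (0.21), Rps18 (0.21) and Rpsa (0.20). Their mean was 0.17 (camera adjusted p = 5.50e-12, and adjusted p = 0.405 with an estimated correlation). Of 22 integrated stress response genes 8 rose and none fell (9 higher and 1 lower adjusted over the list alone), among them the transcription factors Atf4 (0.26) and Ddit3 (0.29) and the serine metabolism enzyme Shmt2 (0.19). That list had a mean of 0.16 (camera adjusted p = 3.95e-04, and adjusted p = 0.403 with an estimated correlation). Of 30 nuclear-encoded respiratory chain genes 6 rose and 1 fell (18 and 1 adjusted over the list alone), with Uqcrc1 at 0.22, Atp5b at 0.17 and Cycs at -0.26. Their mean was 0.09 (camera adjusted p = 0.00117, and adjusted p = 0.791 with an estimated correlation).

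Cytoskeletal genes went the other way. Of 26 actin and tubulin genes 9 fell and 1 rose (13 and 1 adjusted over the list alone), with the actin-binding genes Tmsb4x (-0.46), Marcks (-0.52) and Msn (-0.26) lower. Their mean was -0.13 (camera adjusted p = 3.46e-04, and adjusted p = 0.403 with an estimated correlation). Among the genes that the study discussed, Cdc42 fell by 0.24 (SE 0.03, edgeR adjusted p = 6.11e-04). Rhoa measured -0.15 (edgeR adjusted p = 0.0126) and was no longer called without control 3 (0.0583) or without KO 1 (0.0502).

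Neutrophil granule and maturation genes fell in all LK cells, 10 of 20 with 1 higher (14 and 1 adjusted over the list alone), among them the granule genes Elane (-0.60), Lyz2 (-0.44) and Ngp (-0.31). Their mean was -0.21 (camera adjusted p = 6.83e-08, and adjusted p = 0.411 with an estimated correlation). Granulocyte progenitor-like cells made up 11.8% of control and 9.37% of KO libraries, a difference that no test called. At resolution 0.5 it was -0.194 percentage points, while that of monocyte progenitor-like cells was -4.83 instead of -2.37. These classes need not hold the same cells there, so this does not show that the difference shrank. With classes held at the same share the list mean was -0.02 (adjusted p = 0.163) and Ngp was -0.08 (edgeR adjusted p = 0.472). Without the cells of highest doublet score Ngp lost its call (edgeR adjusted p = 0.0729) at a similar size (-0.295). Of 22 p53 targets and apoptosis genes 6 rose and 1 fell, both over all genes and adjusted over the list alone. Phlda3, Zmat3 (1.22, SE 0.14) and Bbc3 (0.58), known p53 target genes, were higher and the survival gene Bcl2 (-0.44) lower. The p53 list had a mean of 0.20 and a median of 0.05 (camera adjusted p = 0.0242, and adjusted p = 0.403 with an estimated correlation). With classes held at the same share the mean was 0.18 and the adjusted p 0.132, so the call was lost with a mean of similar size.

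The list of pyruvate carriers and tricarboxylic acid cycle genes had 5 lower and 1 higher of 20 (7 and 1 adjusted over the list alone), led by Mpc1 and by Idh3a (-0.38). Its mean of -0.09 and its test point lower (camera adjusted p = 0.0389, and adjusted p = 0.711 with an estimated correlation) while its median was 0.02. That call was lost without control 1 (0.0654), control 3 (0.0664), KO 1 (0.0653) or KO 2 (0.0777), and with classes held at the same share (0.132, with a mean of -0.09 as before).

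The heat shock list, mostly cytosolic chaperones and their co-chaperones, with the transcription factors Hsf1 and Hsf2, was not called as a group in all LK cells. Of 25 members 6 rose and 5 fell (9 and 8 adjusted over the list alone), with Dnajb1 at 0.93 (SE 0.12, edgeR adjusted p = 0.00729), Dnajb4 at 0.98 (SE 0.08), Bag3 at 0.57 and the HSP90 co-chaperone Ptges3 at -0.28. The mean was 0.50, the median 0.01 and the camera adjusted p 0.128 (adjusted p = 0.888 with an estimated correlation). Without control 3 the adjusted p was 2.80e-13 with a mean of 0.70. Hspa1a (chromosome 17, 34969190 to 34972156), the stress-inducible HSP70, measured 17.7, 30.7 and 150 CPM in controls 1, 2 and 3 and 631, 777 and 732 CPM in KO 1, 2 and 3. Its log2 fold change of 3.44 (SE 0.98) did not pass the test (edgeR adjusted p = 0.0996) but did without control 3 (4.89, adjusted p = 0.0132) or by DESeq2 (adjusted p = 0.00267). Its near-identical neighbour Hspa1b, with which it may exchange reads so that the split between them is uncertain, gave 3.17 (edgeR adjusted p = 0.0892). Hspa1b passed without control 3 (4.49, adjusted p = 0.00388) or by DESeq2 (adjusted p = 0.00399). The study described heat shock genes in these samples, so the list is not independent evidence of its direction.

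The other lists reported here were not called in all LK cells. Egr3, an immediate early transcription factor, fell by 1.14, Cish, a feedback inhibitor of cytokine signalling, rose by 0.74 and Hnrnpdl, an RNA-binding protein, by 0.46. The pairs that follow are members higher and lower, with the pair adjusted over the list alone in brackets and then the camera adjusted p. Glycolysis had 3 and 0 (4 and 0) of 16, at 0.201, and 0.0237 with classes held at the same share. Translation factors had 4 and 3 (6 and 3) of 26, at 0.592, and the proteasome 2 and 1 (1 and 1) of 26, at 0.636. Lysosome and autophagy genes had 1 and 5 (1 and 5) of 27, at 0.343, and immediate early genes 0 and 3 (0 and 2) of 26, at 0.342, called without control 1 (7.94e-04). Interferon genes had 4 and 2 (4 and 2) of 26, at 0.0939, called without control 1 (0.0252) or KO 2 (0.00566). S phase genes had 2 and 2 (2 and 2) of 26, at 0.991. Genes of G2 and mitosis had 0 and 5 (0 and 6) of 26, at 0.0555. They were called without control 2 (3.47e-04) or KO 3 (0.00615), with no filter on low counts (0.00948) and with classes held at the same share (0.0318). HSC identity genes had 2 and 3 (2 and 3) of 26, at 0.185, called without control 1 (0.0130). MHC class I had 2 and 0 (2 and 0) of 15, at 0.249, and NF-kB and cytokine genes 5 and 2 (6 and 4) of 22, at 0.598, with a mean of 0.12 and a median of -0.00. RNA-binding proteins had 6 and 7 (7 and 10) of 23, at 0.991, and globins and heme synthesis 2 and 0 (2 and 0) of 18, at 0.505. Of 11 MHC class II genes none passed by edgeR (0.146, called without control 3, 0.0179), nor did any of the 6 donor sex genes (0.101, called without control 1, 0.0317, or control 3, 9.77e-04).

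**Figure D1:**
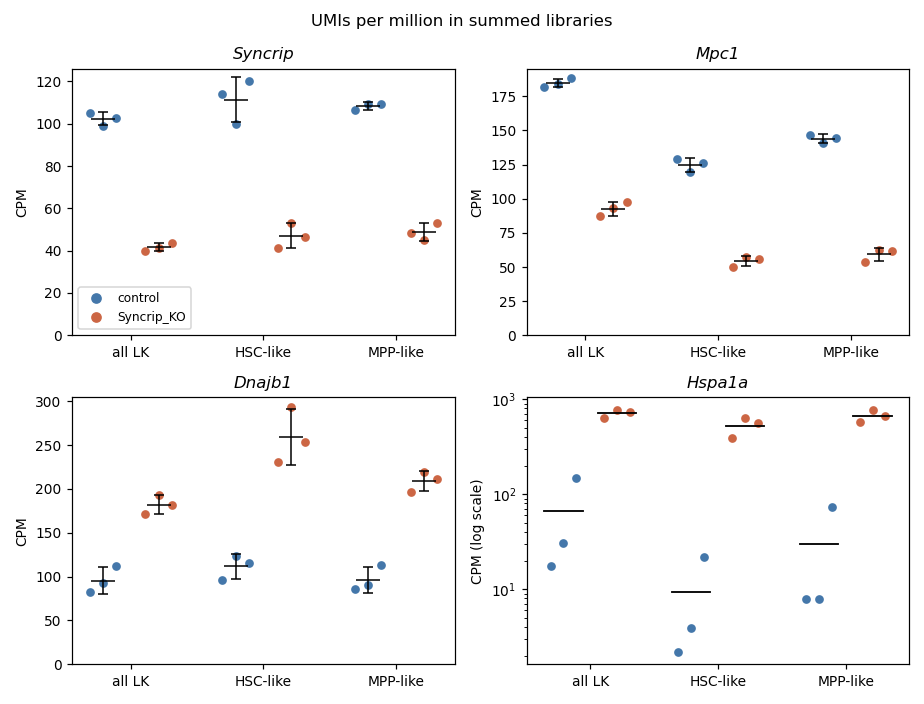
CPM (vertical axes, with a log scale for Hspa1a) of 4 genes in sums over all LK cells, HSC-like cells and MPP-like cells, with dots for libraries and black dashes for group means. Bars, except for Hspa1a, give the SD of 3 libraries. Syncrip and Mpc1 sit lower and Dnajb1 and Hspa1a higher in every KO library, and in all LK cells control 3 has 150 CPM of Hspa1a against 17.7 and 30.7 in controls 1 and 2.

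HSC-like cells, the class with markers of long-term hematopoietic stem cells, showed higher heat shock genes and lower ER chaperones. Dnajb1 (chromosome 8, 83608193 to 83612653), an HSP40 co-chaperone of HSP70, rose from 112 ± 14.3 to 259 ± 32.1 CPM (SD, n = 3 each), a log2 fold change of 1.21 (SE 0.09). Hspb1, a small heat shock protein, had 5 UMIs in the 3 controls together and 152 in the KO libraries, a ratio of 28.9 (95% exact counting interval 12.1 to 90.4). Its log2 fold change of 4.73 was 5.52 without control 1, and DESeq2's own filter left it without an adjusted p. Hspa1a measured 2.19, 3.95 and 22.03 CPM in the controls (4, 12 and 39 UMIs) and 388, 629 and 565 CPM in the KO libraries, a log2 fold change of 5.97 (SE 0.57, edgeR adjusted p = 0.0116). Ccl3, an inflammatory chemokine, fell from 49.9 ± 7.91 to 12.02 ± 2.36 CPM (-2.06, SE 0.17), and Mpc1 fell by 1.18 (SE 0.10).

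Of 9643 genes tested in HSC-like cells 482 changed (edgeR), 241 in each direction, of which 26 rose and 19 fell at least 2-fold. Other genes named by the rule were Rsrp1 (0.96, SE 0.07), the ribosomal genes Rpl22l1 (0.50), Rps20 (0.42), Rps12 (0.40) and Rplp1 (0.38), the interferon-inducible Ifi27 (0.65), the immediate early factor Egr1 (0.65) and the glycolytic Gapdh (0.43) among those higher. Among those lower were Ybx3 (-0.63), Ndrg1 (-1.13), Sdf2l1 (-1.04), Hsp90b1 (-0.73), Hist1h1d (-1.56) and Calr (-0.46). The CPM of 1938 genes (20.1%) did not overlap between groups, where chance gives 10%. Without KO 2 the count of changed genes was 317 and by DESeq2 191. With the list genes included in the clustering, which puts other cells in the class, it was 870 and Ccl3 was at -1.33.

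Of 24 heat shock genes tested in HSC-like cells 8 rose and 1 fell (10 and 2 adjusted over the list alone), Dnajb4 (0.86) and Hsp90ab1 (0.28) among those higher. Their mean log2 fold change was 0.78 and their median 0.09 (camera adjusted p = 8.45e-08, and adjusted p = 0.269 with an estimated correlation). The list follows what the study described in these samples and is not independent evidence of its direction. Hspa1a was no longer called without control 1 (0.0572), control 2 (0.0656), KO 2 (0.0513) or KO 3 (0.0578), and its log2 fold change was 7.31 without control 3. Hspa1b, whose reads it may share, measured 5.17 (SE 0.55, edgeR adjusted p = 0.0150). It lost the call without control 1 (0.0744), control 2 (0.0770) or KO 3 (0.0695), and gave 6.4002 without control 3. If all Mpo UMIs of erythroid-like cells were free RNA with the mix of the low-UMI cluster 4, such RNA could account for 13.9%, 9.79% and 12.6% of the Hspa1a UMIs of KO 1, 2 and 3 in this class, an estimate chosen after the data had been seen. In the controls it came to all of them in control 1, 0% in control 2 and 45.4% in control 3, where the cluster held only 9 barcodes of control 2 and 34 of control 3.

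ER chaperones fell in 10 of 22 genes in HSC-like cells with none higher (13 and 0 adjusted over the list alone), among them Manf (-0.52, SE 0.08), a secreted ER stress factor. Their mean was -0.29 (camera adjusted p = 5.66e-14, and adjusted p = 0.140 with an estimated correlation), and this list too follows the study's account of these samples and is not independent evidence. Ribosomal protein genes rose in 22 of 31 with none lower (28 and 0 adjusted over the list alone), with Rps19 (0.32), Rpl32 (0.31) and Rpl27a (0.30). Their mean was 0.22 (camera adjusted p = 3.74e-24, and adjusted p = 0.269 with an estimated correlation).

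Immediate early genes rose in 7 of 24 in HSC-like cells and fell in 1 (10 and 1 adjusted over the list alone), with Egr1, Fosb (0.46), Klf4 (0.67) and Ier2 (0.41), genes that respond within minutes to stimuli such as tissue dissociation. That list had a mean of 0.27 (camera adjusted p = 1.53e-10, and adjusted p = 0.425 with an estimated correlation). Of 30 respiratory chain genes 5 rose and none fell (9 and 0 adjusted over the list alone), with Uqcrc1 at 0.42 and a mean of 0.13 (camera adjusted p = 3.83e-06, and adjusted p = 0.485 with an estimated correlation). Of 26 actin and tubulin genes 4 fell (7 adjusted over the list alone) and none rose, with Tmsb4x (-0.32), Marcks (-1.19) and Actb (-0.25) lower. Their mean was -0.15 (camera adjusted p = 0.00334, and adjusted p = 0.269 with an estimated correlation). Glycolysis had 4 of 16 higher and none lower, also adjusted over the list alone, with a mean of 0.06 (camera adjusted p = 0.0385, and adjusted p = 0.406 with an estimated correlation). That call was lost without control 1 (0.0732), control 2 (0.0849) or KO 2 (0.118) and with the list genes included in the clustering (0.0722).

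HSC identity genes, which also shaped the clusters, had 2 higher and 6 lower of 23 (2 and 6 adjusted over the list alone). Their camera adjusted p was 0.0883, and they were called without control 1 (0.00574) or KO 2 (0.0123), with no filter on low counts (0.00822) and at resolution 2.0 (0.00343). Integrated stress genes had 2 higher of 20 (4 higher and 1 lower adjusted over the list alone), with Atf4 at 0.42. They were not called (0.0881) but were without control 3 (0.0211) or KO 3 (0.0474) and at resolution 2.0 (0.0272). Interferon genes had 4 higher of 25 (5 higher and 1 lower adjusted over the list alone), with Ifitm3 at 0.44. Their mean of -0.01 and median of -0.03 have the opposite sign to the test (toward higher, camera adjusted p = 0.304, called without KO 2, 0.0123).

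The remaining lists in HSC-like cells, as pairs of members higher and lower with the pair adjusted over the list alone in brackets and the camera adjusted p, were not called either. Pyruvate carriers had 0 and 2 (0 and 3) of 19, at 0.317, with a mean of -0.06 and a median of 0.03. The p53 targets had 2 and 1 (5 and 2) of 17, at 0.337, with Bcl2 at -0.85. NF-kB and cytokine genes had 2 and 1 (3 and 1) of 19, at 0.317, called without KO 1 (0.0214), with Socs2 at 1.78 (SE 0.21), a call lost with the list genes included in the clustering (0.0503). Neutrophil genes had 0 and 2 (0 and 2) of 11, at 0.317, called without control 3 (0.0316) or KO 3 (0.0394). Translation factors had 2 and 0 (2 and 0) of 26, at 0.817, and the proteasome 0 and 1 (0 and 1) of 26, at 0.375. MHC class I had 0 and 1 (0 and 1) of 15, at 0.375, with a mean of -0.04 and a median of 0.02. RNA-binding proteins had 2 and 2 (2 and 4) of 22, at 0.817, with a mean of 0.01 and a median of -0.07. No gene passed by edgeR among 26 S phase genes (0.475, called without control 2, 0.00110) or 20 of G2 and mitosis (0.817, called with the list genes included in the clustering, 0.0134). The same holds for 26 genes of lysosome and autophagy (0.817, mean 0.01, median -0.04), 9 of MHC class II (0.705, called without KO 1, 0.0197) and 13 of globins and heme synthesis (0.176, called with no filter on low counts, 0.0491). The 4 donor sex genes tested were too few for a list test. Over all genes 1542 had an unadjusted p under 0.05.

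Some genes that the study names, in its text or only in a plot, changed their call with the processing in HSC-like cells. Txnip, an inhibitor of thioredoxin, measured 0.54 (edgeR adjusted p = 0.0109) and lost the call without control 3 (0.0919), at Leiden resolution 2.0 (0.121), with the list genes included in the clustering (0.157) or without the highest doublet scores (0.0669). Klf2 measured 1.12 (edgeR adjusted p = 0.151), called without control 1 (0.0174) or by DESeq2 (0.00489). Cdc42 measured -0.19 (edgeR adjusted p = 0.110, called at Leiden resolution 2.0, 0.0434) and Rhoa -0.15 (edgeR adjusted p = 0.239), and both were called with the list genes included in the clustering (0.00971 and 0.0414). Apoe measured -1.02 (edgeR adjusted p = 0.0679), called without control 3 (6.53e-04), KO 2 (0.0355) or KO 3 (2.06e-05) and by DESeq2 (1.13e-04).

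MPP-like cells showed lower Mpc1 and higher heat shock genes too. Mpc1 fell from 144 ± 3.15 to 59.2 ± 4.98 CPM (SD, n = 3 each), a log2 fold change of -1.28 (SE 0.06), and Ndrg1 fell by 1.14 (SE 0.08). Apoe, the lipid carrier, fell by 0.62 (SE 0.05), and measured -0.34 with the list genes included in the clustering. Dnajb1 rose from 96.1 ± 14.6 to 209 ± 11.3 CPM, a log2 fold change of 1.13 (SE 0.09), and Dnajb4 by 1.19 (SE 0.11). Hspa1a measured 7.89, 7.88 and 74.0 CPM in the controls and 572, 772 and 667 CPM in the KO libraries, a log2 fold change of 4.59 (SE 0.72, edgeR adjusted p = 0.0292) that was 6.41 without control 3.

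Of 10767 genes tested in MPP-like cells 1185 changed (edgeR), 546 higher and 639 lower, of which 46 rose and 23 fell at least 2-fold. Other genes named by the rule were Rsrp1 (0.95), the ribosomal genes Rps20 (0.37), Rps12 (0.37), Rplp1 (0.36) and Rps27rt (0.57), the cytokine Mif (0.41), the antiviral Ifitm3 (0.48), the splicing gene Luc7l3 (0.54) and Serpina3g (0.66) among those higher. Among those lower were Tmsb4x (-0.49), Ybx3 (-0.52), Mospd3 (-0.96), Mtss1 (-1.27) and Vbp1 (-0.79). The CPM of 2890 genes (26.8%) did not overlap between groups, where chance gives 10%. Without control 2 the count of changed genes was 765 and by DESeq2 518.

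Of 24 heat shock genes tested in MPP-like cells 11 rose and 3 fell (12 and 3 adjusted over the list alone), Hsp90ab1 (0.24) and Hspe1 (0.23) among those higher. Their mean was 0.72 and their median 0.13 (camera adjusted p = 6.36e-08, and adjusted p = 0.252 with an estimated correlation), and the list is again not independent evidence, since the study described it in these samples. Hspa1a was no longer called without control 1 (0.0907), control 2 (0.104), KO 1 (0.0758), KO 2 (0.0924) or KO 3 (0.0993). Hspa1b, whose reads it may share, measured 4.14 (SE 0.58, edgeR adjusted p = 0.0208). It lost the call without control 1 (0.0660), control 2 (0.0932), KO 1 (0.0607), KO 2 (0.0686) or KO 3 (0.0739), and gave 5.63 without control 3. Free RNA, estimated as for HSC-like cells, could account for 6.94%, 5.83% and 8.33% of the Hspa1a UMIs of KO 1, 2 and 3 here, and for 25.2%, 0% and 10.4% of those of controls 1, 2 and 3.

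ER chaperones fell in 13 of 22 genes in MPP-like cells with none higher (13 and 1 adjusted over the list alone), among them Sdf2l1 (-0.73), the disulfide isomerase gene Pdia6 (-0.40), Calr (-0.31) and Manf (-0.37). Their mean was -0.26 (camera adjusted p = 2.29e-15, and adjusted p = 0.129 with an estimated correlation). This list follows the study's account of these samples and is not independent evidence. Cdc42 measured -0.27 (SE 0.04, edgeR adjusted p = 1.07e-05). Rhoa measured -0.18 (edgeR adjusted p = 0.00456) and lost the call at resolution 2.0 (0.0612) or with the list genes included in the clustering (0.0647). Of 26 actin and tubulin genes 9 fell and 2 rose (13 and 4 adjusted over the list alone), with Marcks at -0.85 and Actb at -0.22 but the tubulin gene Tuba1b at 0.31. Their mean was -0.14 (camera adjusted p = 1.46e-04, and adjusted p = 0.129 with an estimated correlation).

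Ribosomal protein genes rose in 26 of 31 in MPP-like cells with none lower (27 and 0 adjusted over the list alone), with Rps19 (0.27) and Rpl27a (0.25). Their mean was 0.19 (camera adjusted p = 7.48e-20, and adjusted p = 0.245 with an estimated correlation). Of 30 respiratory chain genes 9 rose and 1 fell (16 and 1 adjusted over the list alone), with Atp5b (0.21), Uqcrc1 (0.26) and Cox5b (0.22) higher. Their mean was 0.11 (camera adjusted p = 2.28e-06, and adjusted p = 0.245 with an estimated correlation). The study described respiratory chain pathways in multipotent progenitors of these samples, so this list is not independent evidence of its direction, here or in the other sums. Of 15 neutrophil genes 5 fell (7 adjusted over the list alone), with Lyz2 at -0.37 and a mean of -0.23 (camera adjusted p = 0.00106, and adjusted p = 0.245 with an estimated correlation). The call of the neutrophil list was lost at resolution 0.5 (0.0597). Markers of granulocyte progenitors had 6 of 18 lower and 1 higher in this class, with a mean of -0.153. Most of these markers are also members of the neutrophil list, so they are not a separate observation.

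Integrated stress genes had 2 higher and 1 lower of 19 in MPP-like cells (4 and 1 adjusted over the list alone), with Atf4 at 0.32 and a mean of 0.16 (camera adjusted p = 0.00660, and adjusted p = 0.245 with an estimated correlation). S phase genes had 3 higher and 1 lower of 26 (8 and 1 adjusted over the list alone), with the replication licensing gene Cdt1 at 0.31 and a mean of 0.08 (camera adjusted p = 0.00660, and adjusted p = 0.480 with an estimated correlation). That call was lost without KO 2 (0.0890), at resolution 0.5 (0.0564) and with the list genes included in the clustering (0.108). Interferon genes had 3 higher and 1 lower of 24 over all genes and the same counts adjusted over the list alone, with Ifi27 (0.41) and Ifi27l2a (0.76). Their mean was 0.10 (camera adjusted p = 0.0165, and adjusted p = 0.540 with an estimated correlation). The call was lost without control 3 (0.0896) or KO 3 (0.186), at resolution 0.5 (0.0932) and with the list genes included in the clustering (0.108). Glycolysis had 3 higher of 16 (4 higher and 1 lower adjusted over the list alone), with Gapdh at 0.35 and a mean of 0.09 (camera adjusted p = 0.0227, and adjusted p = 0.486 with an estimated correlation). That call was lost without control 1 (0.0951) or KO 2 (0.114).

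Immediate early genes had 2 higher and 5 lower of 25 in MPP-like cells (4 and 5 adjusted over the list alone), with Egr3 at -1.10 and Ier3 at -0.50 lower and Klf4 at 0.50 higher. Their mean was 0.00 and their median 0.06, while the test points lower (camera adjusted p = 0.761, and called toward higher without control 3, 0.0453). Socs2, a feedback inhibitor of cytokine signalling, rose by 2.59 (SE 0.28), a call lost at resolution 0.5 (0.0752), and the p53 target Bbc3 rose by 0.67 while Bcl2 fell by 0.57. The lists that were not called follow as pairs of members higher and lower, with the pair adjusted over the list alone in brackets and the camera adjusted p. Pyruvate carriers had 1 and 3 (3 and 3) of 19, at 0.253, with a mean of -0.04 and a median of 0.04, and translation factors 5 and 3 (7 and 4) of 26, at 0.253. The proteasome had 3 and 0 (3 and 1) of 26, at 0.253, and lysosome and autophagy 0 and 3 (0 and 3) of 27, at 0.111. Genes of G2 and mitosis had 3 and 0 (3 and 0) of 26, at 0.199, called without control 1 (0.0146) or at resolution 2.0 (0.0302). HSC identity genes had 1 and 4 (1 and 4) of 20, at 0.253, called at resolution 2.0 (0.0276), and the p53 list 5 and 1 (6 and 1) of 20, at 0.107. MHC class II had 1 and 0 (1 and 0) of 10, at 0.253, and MHC class I 1 and 0 (2 and 0) of 15, at 0.253, called with the list genes included in the clustering (0.0381). NF-kB and cytokine genes had 2 and 3 (2 and 4) of 19, at 0.802, and RNA-binding proteins 2 and 4 (3 and 9) of 22, at 0.756, with a mean of 0.02 and a median of -0.03. Globins and heme synthesis had 1 and 0 (1 and 0) of 14, at 0.253, and of 5 donor sex genes none passed by edgeR (0.253).

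Whether a change differed between HSC-like and MPP-like cells was tested directly. Of 10874 genes tested 28 differed (edgeR interaction), 23 with a more positive log2 fold change in HSC-like cells and 5 with a more negative value, and 745 did at an unadjusted p under 0.05. Egr1 differed by 0.49, Ier2 by 0.34, Klf6 by 0.48 and Neat1, a nuclear noncoding RNA, by 0.54, while Ccl3 differed by -1.33. With the list genes included in the clustering Egr1 (0.07, adjusted p = 0.984 by edgeR), Ier2 (0.10, 0.686) and Klf6 (0.37, 0.612) were not called and Ccl3 differed by -0.53. Hspa1a differed by 1.25 (SE 0.20, edgeR adjusted p = 4.40e-06), a call lost without control 3 (0.90, 0.563), and its reads may be shared with Hspa1b, which differed by 0.93 and was not called (0.218). Dnajb1 differed by 0.07 (edgeR adjusted p = 0.945), Hspb1 by -0.31 (0.972), Mpc1 by 0.09 (0.941) and Apoe by -0.40 (0.819), so a difference between the classes was not shown for these genes. Without KO 2 the count was 18 and by DESeq2 13, and the test recovered 44.9% of simulated differences of 0.6.

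In the remaining 10 classes 7101 calls were made in all (edgeR), and 3621 by DESeq2. Monocyte progenitor-like cells had 2104, granulocyte progenitor-like cells 1574, MEP-like cells (megakaryocyte-erythroid progenitors) 1291 and erythroid-like cells 904. Basophil or mast-like cells had 504, megakaryocyte-like cells 253, B cell-like cells 173, eosinophil-like cells 134, lymphoid-like cells 128 and dendritic cell-like cells 36. Mpc1 fell and Rsrp1 rose in all 12 classes, with log2 fold changes from -1.28 to -0.73 and from 0.77 to 1.40. Dnajb1 rose in 10 of 12 (0.39 to 1.85 over all 12), Hspb1 in all 8 that tested it (4.15 to 5.88) and Hspa1b in 8 of 12 (2.09 to 5.17 over all 12). Hspa1a rose in 4 of 12 (2.39 to 5.97 over all 12), the HSC-like, MPP-like, basophil or mast-like and lymphoid-like classes. Cdc42 fell in 7 and Rhoa in 5. The mean of the ER chaperone list was negative in every class (-0.53 to -0.16, with 99 calls lower and 2 higher). That of the ribosomal list was positive in every class (0.14 to 0.26, 222 higher and none lower by edgeR), and so was that of the heat shock list (0.28 to 0.78, 71 higher and 32 lower). Heat shock medians were smaller than the means, at 0.09 in HSC-like and 0.13 in MPP-like cells. The immediate early list was mixed, with means from -0.39 to 0.27 and 22 calls higher and 55 lower.

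**Figure D2:**
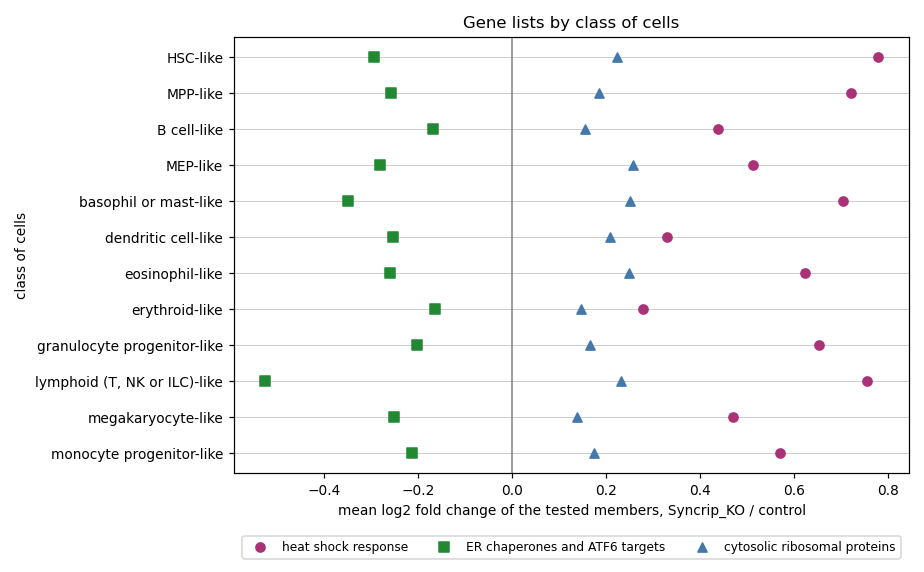
Mean log2 fold change, knockout against control (horizontal axis), of the members of 3 gene lists in the 12 named classes (vertical axis). Each point is 1 list in 1 class, without an error bar. The heat shock means lie between 0.28 and 0.78, the ribosomal means between 0.14 and 0.26 and the ER chaperone means between -0.53 and -0.16.

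In single classes the rule picked the following genes, many of which are also named in the main comparisons. In granulocyte progenitor-like cells Wdfy1 (1.33) and Dnajb4 (1.28) rose and Syncrip (-1.45), Mpc1 (-0.92) and Sdf2l1 (-0.63) fell. At resolution 0.5, where this class need not hold the same cells, the first 3 of these were 1.08 (edgeR adjusted p = 0.0660), 1.03 (0.164) and -0.66 (0.172). In monocyte progenitor-like cells Wdfy1 rose by 1.197. In MEP-like cells Ifitm1, an interferon-induced membrane protein, fell from 360 to 148 CPM (-1.28, SE 0.06) while Rps12 (0.50) and Rplp1 (0.45) rose. In basophil or mast-like cells the immediate early genes Ier3 (-0.68) and Fos (-0.49) fell. In B cell-like cells the activation marker Cd69 (-0.93) and Tmsb4x (-0.52) fell and Mif (0.70) and Chchd10 (0.59) rose. Megakaryocyte-like cells had more Fcer1a, an IgE receptor chain of basophils and mast cells (4.49 to 38.9 CPM, 3.04, SE 0.26), and less Ndrg1 (-1.30). DESeq2's own filter left both without an adjusted p. Basophil or mast-like cells made up 2.77% of control and 4.14% of KO libraries, and RNA carried over from them was not estimated for Fcer1a. Eosinophil-like cells had less Elane (-0.97), Cpa3 (-0.73) and Ctsg (-0.43), genes of neutrophil and mast cell granules for which carry-over was not estimated either. Erythroid-like cells had more Ikzf2 (0.69) and less Lsm8 (-0.77). In dendritic cell-like cells Cldnd1 (-0.88) and Tmsb4x (-0.45) fell and Btg2 (0.56) rose. Tmsb4x lost its call without the doublets that Scrublet marked (edgeR adjusted p = 0.126), with a log2 fold change of -0.38. The call of Btg2 was lost without control 2 (0.201), KO 1 (0.104) or KO 2 (0.0664). It was also lost without the doublets that Scrublet marked (0.0865), nearly all of which are cells of KO 2, though the change was then 0.62. The lower genes that the rule picked in lymphoid-like cells are natural killer cell genes that lead that cluster, and a lower gene picked in monocyte progenitor-like cells leads its clusters, so they are not read as changes within a type.

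Low counts in the controls set the size of some heat shock changes. In B cell-like cells Hspa1b had 9 UMIs in the controls together and 329 in the KO libraries, a ratio of 27.7 (95% exact counting interval 14.4 to 61.0). Its log2 fold change of 4.73 was 4.10 without control 1, 5.53 without control 3 and 5.34 without the highest doublet scores. In eosinophil-like cells Hspa1b had 8 against 312 (29.0, interval 14.5 to 67.7), with a log2 fold change of 4.79 that was 5.88 without control 3. In lymphoid-like cells it had 4 against 116 (31.8, interval 12.1 to 119), with 4.87, which was 4.15 without control 2 and 6.22 without control 3. Hspb1 had 14 against 330 UMIs in erythroid-like cells (18.1, interval 10.7 to 33.6), with 4.15, which was 3.42 without control 1, 5.77 without control 3 and 5.49 at resolution 0.5. In megakaryocyte-like cells it had 15 against 229 (21.1, interval 12.5 to 38.3), with 4.35, which was 5.69 without control 3. In monocyte progenitor-like cells its log2 fold change of 4.64 was 5.34 without control 3. These intervals cover counting error only.

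Shares of stem and multipotent cells overlapped between the groups. HSC-like cells made up 5.99% ± 2.33 of control and 4.90% ± 1.52 of KO libraries (SD, n = 3 each, p = 0.6, exact permutation test) and MPP-like cells 11.5% ± 1.80 and 10.8% ± 1.26 (p = 0.6, exact permutation test). Basophil or mast-like cells were at 2.77% ± 0.488 in the controls and 4.14% ± 0.485 in the KO libraries and eosinophil-like cells at 0.344% ± 0.0657 and 0.439% ± 0.0445. Granulocyte progenitor-like cells were at 11.8% ± 0.701 and 9.37% ± 1.04, megakaryocyte-like cells at 3.53% ± 0.699 and 1.93% ± 0.511 and lymphoid-like cells at 0.512% ± 0.118 and 0.373% ± 0.0126. In these 5 classes the libraries did not overlap, which gives an exact permutation p of 0.1, the smallest that 3 against 3 allows (0.24 adjusted over 12 classes). Monocyte progenitor-like cells were at 16.9% and 14.6% and dendritic cell-like cells at 1.35% and 1.67% (p = 0.2 for each, exact permutation test). At clustering resolution 0.5 the difference of granulocyte progenitor-like cells, KO minus control, was -0.194 instead of -2.39 percentage points and that of monocyte progenitor-like cells -4.83 instead of -2.37. The p was 0.1 for each there (exact permutation test), and these classes need not hold the same cells as before. Erythroid-like cells were at 10.1% and 11.6% (p = 0.5), MEP-like cells at 16.6% and 17.2% (p = 0.7) and B cell-like cells at 1.80% and 1.76% (p = 1), all by the exact permutation test. An edgeR test of cell counts called 0 classes, with 2 at an unadjusted p under 0.05 and megakaryocyte-like cells at the smallest adjusted p (0.0616). The unnamed low-UMI cluster 4 took 12.6%, 0.120% and 0.414% of controls 1, 2 and 3 and 10.2%, 9.52% and 10.8% of KO 1, 2 and 3. It lowers the other shares in those 4 libraries. With cluster 4 left out the libraries overlapped for lymphoid-like cells (p = 0.2, exact permutation test) and did not for dendritic cell-like cells (p = 0.1, exact permutation test). Without the cells of highest doublet score they overlapped for eosinophil-like cells (p = 0.3, exact permutation test).

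**Figure D3:**
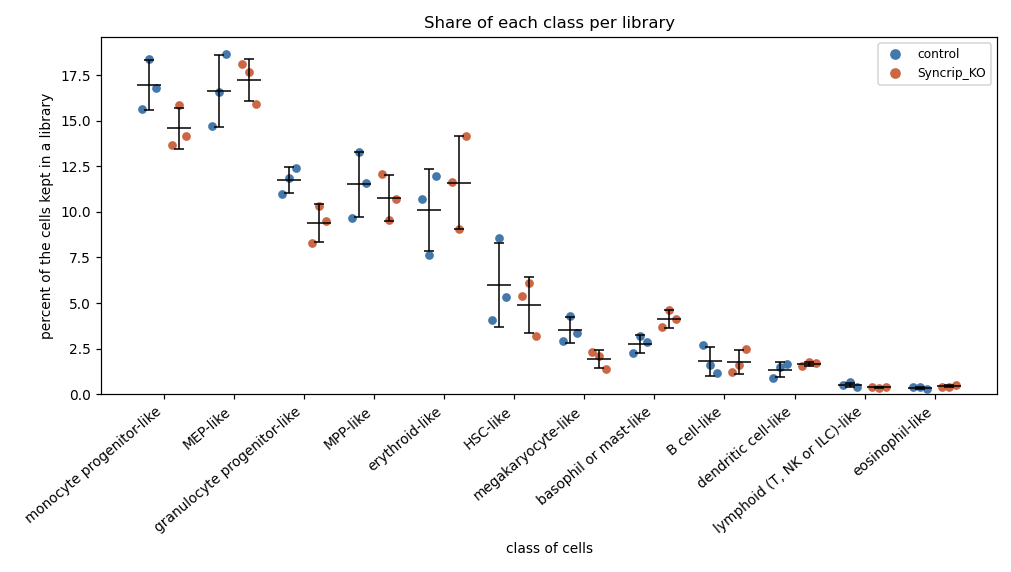
Percent of kept cells of each library (vertical axis) in each of the 12 named classes (horizontal axis), with dots for libraries, dashes for group means and bars for the SD of 3 libraries. Megakaryocyte-like cells lie at 3.53% in controls and 1.93% in KO libraries on average and basophil or mast-like cells at 2.77% and 4.14%.

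Markers of the cell types, some sets of which share members with the gene lists, were also counted over all LK cells. Of 19 basophil or mast cell markers 9 rose and 1 fell (mean log2 fold change 0.46), and of 8 eosinophil markers 3 rose and 1 fell (0.62). Of 22 granulocyte progenitor markers 11 fell and none rose by edgeR (-0.23), and of 17 monocyte progenitor markers 5 fell (-0.15). Megakaryocyte markers had 1 higher and 2 lower of 18 (-0.35), and T, NK or innate lymphoid markers 1 higher and 4 lower of 17 (-0.49). HSC markers had 3 higher and 2 lower of 25 (-0.21) and MPP markers 1 higher and 4 lower of 18 (-0.07). Erythroid markers had 1 higher of 23 (0.10) and MEP markers 3 higher and 1 lower of 25 (0.10). Dendritic markers had 2 higher of 18 (0.06), macrophage markers 1 higher of 10 (-0.28), stromal or endothelial markers 1 higher of 5 (0.18) and B cell markers none of 18 by edgeR (0.08).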

Values the study reported

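The study reported an analysis of nearly 50,000 single LK cells. It described 2 populations with HSC features. Higher heat shock genes and lower ATF6 targets were described in its HSC populations after Syncrip loss. By assays other than sequencing it also reported more HSP70 protein and a stronger signal of unfolded proteins in HSCs after Syncrip loss.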

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

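For heat shock genes the test of a dissociation response in part of the classes, for cluster 4 the tests of the knockout, of free RNA at a fixed level, of lost cytoplasmic RNA and of a single progenitor type, and for large single changes the tests of donor sex and of class shares, were chosen after the first results were seen, most of them when the tests first planned had left the matter open. Those first outcomes were a nearest class that held 52.0% to 73.5% of the cluster's barcodes, a ratio of 1.34 for Malat1 or the mitochondrial share against a bound of 1.3, and Xist CPM that overlapped between the groups while Y-linked CPM did not.

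Heat shock genes were higher in the knockout libraries and also differed among the controls. A response of HSC-like cells alone is excluded, since in 11 of the other 11 named classes the median log2 fold change of Hspa1a, Hspa1b and Dnajb1 was above 1. A dissociation response with immediate early genes is argued against as the whole cause by 8 of 12 classes with an immediate early mean under 0.1 and a rise of Hspa1a above 1, but stays open in the other 4, HSC-like cells (0.27) among them. Low-depth cells are also argued against. In HSC-like and MPP-like cells above the median UMI count, the log2 fold change of Hspa1a was 0.913 of that in all cells or more. By unscaled CPM it was 5.23 against 5.73 in HSC-like cells and 4.05 against 4.42 in MPP-like cells. Damaged cells with a high UMI count would pass this cut, so damage itself was not tested. A library-wide induction that also varies among controls may be part of it, since control 3 had the highest Hspa1a of the controls, by at least 3 times, in 11 of 12 classes. Whether Syncrip loss, Cre or the handling of the libraries raised these genes stays open in these libraries. The labels give no handling batch, and only the KO donors carried Cre. The study also reported more HSP70 protein in HSCs after Syncrip loss, by immunofluorescence, which these counts do not test.

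Cluster 4 held 973, 9 and 34 cells of controls 1, 2 and 3 and 1103, 818 and 1032 cells of KO 1, 2 and 3. In control 1 and the 3 KO libraries, to which all tests of the cluster but that of the knockout are limited, its markers followed those of the other cells (Spearman correlation 0.981 to 0.987) and varied between barcodes hardly more than chance counting would (variance over Poisson, median of 20 markers, 1.05 at most, with single markers up to 1.62), so droplets without a cell that hold the same mix of RNA are a candidate explanation. That mix is not simply the other cells' RNA, since Snhg9, which was looked at after the result was seen, was at 2.33 to 2.74 UMIs per 10000 in the cluster and 0.207 to 0.273 in the other cells of those 4 libraries. Free RNA at a fixed level in all droplets is argued against by Mpo in erythroid-like cells at 0.173 of the cluster's level or less, a single progenitor type by Car1 at 1.46 times the other cells' level or more together with that even mix, and the even mix also argues against cells that lost cytoplasmic RNA (ratio 1.34). What made these barcodes stays open, the knockout included, since the cluster took 9.52% to 10.8% of the KO libraries, 0.120% of control 2 and 0.414% of control 3, and only control 1, at 12.6%, goes against it.

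Changes of at least 2-fold in single genes were weighed against differences in the donors. For a strain segment that differs between groups, the best window of 10 Mb (chromosome 6, 128609227 to 134172007) held 6 of them. All were lower and most were Klr genes of natural killer cells. Random draws gave as many at p = 0.234 (permutation test), with a median of 5 and a 95th percentile of 7. No window stood out, but a segment with few such genes would be missed, so this does not exclude one. The share of changed genes near Syncrip was 0.652 times that elsewhere (10.8% against 16.6%). This cannot decide on a segment kept around Syncrip, since the study gives both groups the same floxed alleles. A shift in class shares is argued against by log2 fold changes that stayed at 0.973 of their size with classes held at the same share (median of 120 genes). Donor sex is argued against by Y-linked genes 1.34 times and Xist 2.82 times as high in the KO libraries, since a swap of sex would move them apart. Strain differences may remain, and RNA carried over from other cell types stays open, since holding the class shares does not remove it from a class.

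The following were among the 28 genes that differed between HSC-like and MPP-like cells by the interaction test, as log2 fold change in HSC-like minus that in MPP-like cells. More positive in HSC-like cells were Hist1h2bc (0.86), Klf6 (0.48), Neat1 (0.54), Rgs1 (0.39), Lgals1 (0.55), Hspa1a (1.25), Btg2 (0.55), Ier2 (0.34), Atf3 (1.11), Egr1 (0.49), Rhob (0.40) and Gm26532 (0.56). So were Hist1h1c (0.89), Fos (0.33), Tmsb4x (0.17), Fosb (0.22), Cd69 (0.35), Hcar2 (1.31), Snx20 (0.65), Rp2 (1.08), Mospd3 (0.51) and Btg1 (0.39). More negative were Ccl3 (-1.33), Cavin3 (-1.29), 4930519L02Rik (-0.67), H2-Q7 (-0.30) and H2-Aa (-0.97). Of the 28 genes 3 kept their call under all alternatives run and 25 lost it under at least 1, and with the list genes included in the clustering 11 of the 28 were still called. Without control 1, 2 or 3 in turn 18, 22 and 19 of the 28 were still called, and without KO 1, 2 or 3 it was 24, 15 and 18. Hspa1a lost its call without control 3 (0.90, adjusted p = 0.563 by edgeR).

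The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. For changed genes 1 of the 10 splits, the real split, gave as many in all LK cells (2295, highest other 0), HSC-like cells (482, highest other 4), MPP-like cells (1185, highest other 1), the other classes (7101, highest other 4) and the interaction (28, highest other 5). For the heat shock mean it was 1 of 10 in HSC-like cells (0.78, highest other 0.29) and in MPP-like cells (0.72, highest other 0.27). For the number of lists called, 5 of 10 splits gave as many in all LK cells (9, highest other 14), 3 of 10 in HSC-like cells (7, highest other 10) and 1 of 10 in MPP-like cells (11, highest other 9).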

How the results depend on the processing

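Removal of the highest doublet scores and of cluster 4 were alternatives chosen after the data had been seen. By DESeq2 the counts were 191 in HSC-like cells (184 of them also in the 482), 518 in MPP-like cells (506 also in the 1185), 3621 in the other classes and 13 for the interaction, and the cause was not tested. With the list genes included in the clustering 870 genes changed in HSC-like cells (428 also in the 482), and Cd69 reversed to -0.0656 in the difference between the classes. With an estimated correlation 0 lists were called in all LK, HSC-like or MPP-like cells by camera, the heat shock list (0.78 and 0.72) at adjusted p = 0.269 and 0.252, since such a correlation widens the test. An edgeR test of cell counts called 0 classes (2 at an unadjusted p under 0.05). Leaving out each library gave 1451 (without control 3) to 1787 (without KO 1) changed genes in all LK cells, 317 (without KO 2) to 364 (without control 1) in HSC-like cells, 765 (without control 2) to 1031 (without KO 1) in MPP-like cells and 18 (without KO 2) to 40 (without control 2) for the interaction. Whether the replicate numbers pair the libraries stays open. Same-numbered correlations in all LK cells were -0.178, 0.106 and -0.0346, and control 1 correlated best with KO 3 (0.241). In the edgeR test of cell counts, however, a replicate block cut the SE from 0.229 to 0.0845 in erythroid-like cells. For monocyte progenitor-like cells the SE went from 0.164 to 0.0785, and it rose in MPP-like, megakaryocyte-like and B cell-like cells. With the replicate block 2286, 546, 1244 and 7434 genes changed in all LK, HSC-like, MPP-like and other classes, and 0 class shares were called by edgeR (3 at an unadjusted p under 0.05). The block also brought calls of the integrated stress list in HSC-like cells (camera adjusted p = 0.0452) and the donor sex list in MPP-like cells (0.0105). Over all alternatives, the 332 calls of named genes were kept in 4775 comparisons and lost in 340, with none reversed and 18 left without an adjusted p by DESeq2, and 88 results for named genes that were not called stayed so in 1230 and were called in 98. The genes that differ between HSC-like and MPP-like cells kept their call in 288, lost it in 103 and reversed in 1. The 27 list calls were kept in 368 and lost in 48, and the 47 lists not called stayed so in 683 and were called in 35. Resolution 0.5 gave no HSC-like class, and clustering with the list genes gave no megakaryocyte-like class. HSC-like cells formed a single cluster, so its clusters apart give the same values, and the block was not run for the interaction, where the library is a term already. At the depth and typical spread of HSC-like cells 10.2% of simulated changes of 0.3 were recovered, and smaller classes were not simulated.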

Other observations

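All values here were looked up after the first results were seen. The study described no heat shock activation in its MPP1 population. In the MPP-like cells defined here Dnajb1 rose by 1.13 and Dnajb4 by 1.19 on the log2 scale, and the classes rebuilt here need not hold the same cells. Cluster 4 held Hspa1a at 10.6, 14.7 and 12.9 UMIs per 10000 in KO 1, 2 and 3, and the other cells of those libraries at 5.95, 7.58 and 7.03.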
